# Comparative expression profile of microRNAs in *Anopheles anthropophagus* midgut after blood-feeding and *Plasmodium* infection

**DOI:** 10.1186/s13071-017-2027-6

**Published:** 2017-02-16

**Authors:** Wenquan Liu, Zhenhua Hao, Liyang Huang, Lingzi Chen, Qimei Wei, Liya Cai, Shaohui Liang

**Keywords:** MicroRNA (miRNA), *Anopheles anthropophagus*, Midgut, Blood-feeding, *Plasmodium* infection

## Abstract

**Background:**

*Anopheles anthropophagus* is one of the major vectors of malaria in Asia. MicroRNAs (miRNAs) play important roles in cell development and differentiation as well as in the cellular response to stress and infection. In a former study, we have investigated the global miRNA profiles in relation to sex in *An. anthropophagus.* However, the miRNAs contributing to the blood-feeding and infection with *Plasmodium* are still unknown.

**Methods:**

High-throughput sequencing was performed to identify miRNA profiles of *An. anthropophagus* midguts after blood-feeding and *Plasmodium* infection. The expression patterns of miRNA in different midgut libraries were compared based on transcripts per million reads (TPM), and further confirmed by Northern blots. Target prediction and pathway analysis were carried out to investigate the role of regulated miRNAs in blood-feeding and *Plasmodium* infection.

**Results:**

We identified 67 known and 21 novel miRNAs in all three libraries (sugar-feeding, blood-feeding and *Plasmodium* infection) in *An. anthropophagus* midguts. Comparing with the sugar-feeding, the experssion of nine (6 known and 3 novel) and ten (9 known and 1 novel) miRNAs were significantly upregulated and downregulated respectively after blood-feeding (*P* < 0.05, fold change ≥ 2 and TPM ≥ 10). *Plasmodium* infection induced the expression of thirteen (9 known and 4 novel) and eleven (9 known and 2 novel) miRNAs significantly upregulated and downregulated, respectively, compared with blood-feeding. The representative upregulated miR-92a in blood-feeding and downregulated miR-275 in *Plasmodium* infection were further confirmed by Northern Blot. Putative targets of these regulated miRNAs were further investigated and classified into their pathways.

**Conclusions:**

This study suggests that miRNAs are involved in the blood-feeding and *Plasmodium* infection in *An. anthropophagus* midgut. Further studies of the function of these differential expressed miRNAs will facilitate in better understanding of mosquito biology and anti-parasite immunity.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13071-017-2027-6) contains supplementary material, which is available to authorized users.

## Background

Malaria, caused by *Plasmodium* parasites, is a major threat to human health worldwide. According to the reports from WHO, there were 214 million new infection cases of malaria, and about 438,000 malaria deaths worldwide in 2015 [1]. *Plasmodium* spp. are transmitted to humans by the blood-feeding of *Anopheles* mosquitoes. To accomplish the life-cycle, the *Plasmodium* must overcome numerous attacks from the innate immunity system in mosquitoes [2, 3]. Mosquitoes also have developed various mechanisms to confront *Plasmodium* infection [3, 4]. The midgut represents the first barrier for the survival and development of *Plasmodium* [4–6]. A key concept that has emerged from recent studies is the molecular mechanisms of mosquito midgut that negatively and positively modulate the invasion of the parasite [5, 6].

MicroRNAs (miRNAs) are 18–24 nucleotides non-coding RNAs that regulate gene expression at the post-transcriptional level [7]. They are now considered as a key mechanism of gene regulation in many cellular processes including development, differentiation, apoptosis and innate immunity [8–10]. miRNAs are also involved in the physiological functions of mosquitoes, such as sexual differences and blood-feeding, even in the control of viral and parasitic infections [11–16]. Until now, the miRNA profiles of midguts from *Anopheles gambiae* and *Anopheles stephensi* have been reported, and several miRNAs expression levels were shown to be altered during the response to blood-feeding and *Plasmodium* infection [13, 15–18]. For example, blood-feeding and *Plasmodium* infection in *An. stephensi* revealed regulation of 13 and 16 miRNAs respectively [18]. *Anopheles anthropophagus* is a species of mosquito that sucks human blood and transmits malaria (*Plasmodium vivax* and *Plasmodium falciparum*) as well as *Brugia malayi* filariasis in Southeast Asia [12, 19, 20]. The role of miRNAs in *An. anthropophagus* during blood-feeding and *Plasmodium* infection are still unknown.

In this study, we employed small RNA sequencing to identify miRNA expression profiles from three samples of *An. anthropophagus* midguts: sugar-feeding, blood-feeding and *Plasmodium* infection. The differential expression of miRNAs were further analyzed by target prediction and pathway analysis to reveal their roles in blood-feeding and *Plasmodium* infection. Our results provide novel regulated miRNAs information of *An. anthropophagus* during blood-feeding and parasite infection. Understanding the functions of these regulated miRNAs will help investigate mosquito biology and control mosquito-borne infectious diseases.

## Methods

### Mosquito rearing and *Plasmodium* infection

*Anopheles anthropophagus* (China wild type strain) was reared and maintained in humidified incubators at 26 ± 1 °C on a 12 h light:dark cycle as described previously [12]. Mice (18–20 g male ICR mice) were used for mosquito blood-feeding and *Plasmodium* infection experiments. Stock solution of *Plasmodium berghei* ANKA strain (0.2 ml) were thawed and intraperitoneally (i.p.) injected into ICR mice by using a 1.0 ml tuberculin syringe. When the gametocytes were confirmed, naive 4–5 day-old female mosquitoes were fed on *P. berghei-*infected or uninfected ICR mice. Mosquitoes were kept at 26 ± 1 °C until dissection.

### Mosquito dissections and total RNA isolation

Dissection of female adults midgut was performed 48 h post-blood-feeding on *Plasmodium*-infected or uninfected ICR mice. Adult female mosquitoes with 10% sugar-feeding were collected as control sample at 48 h. Dissections were performed on ice in RNAlater® Stabilization Solution (Ambion, Austin, U.S.A) and kept on ice. The midguts were dissected from the abdomen as described before [11]. Total RNAs were extracted from dissected tissue using mirVana^TM^miRNA Isolation Kit (Ambion). Quality and quantity of RNA was checked by using denaturalization agar gels and Du530 Spectrophotometer (Beckman, Krefeld, Gemany).

### Small RNA sequencing

The small RNA samples were collected and subsequently sequenced by illumina Hiseq2000 as described before [12]. Briefly, the small RNAs were ligated with RNA adapter followed by reverse transcription using RT primers. Following PCR amplification of the adaptor enriched fragments, the PCR-amplified cDNAs were size-selected using electroelution to obtain the small RNA population with length 119–134 bp. These small RNA libraries were then sequenced using illumina Hiseq2000 (BGI, China). There were 3 biological replicates for each library sequencing.

### Computational analysis of small RNA sequencing data

Raw reads generated by high-throughput sequencing was processed as previously described by us [11, 12] with slight modifications. First, low quality reads and reads smaller than 15 nucleotides (nt) were removed from the three small RNA read datasets of midguts, respectively. Clean reads derived from deep sequencing were trimmed and filtered with BOWTIE software to fetch sequences having an appropriate length (15–32 nt). Mature and pre-miRNA sequences of available mosquito species, i.e. *Anopheles gambiae* and *Aedes aegypti*, were used as a reference miRNAs database from miRBase v.21. Identification of the novel miRNA was performed by using RNA fold and miRDeep2 as described before [12]. The small RNA datas have been submitted to the NCBI/GEO database with the accession number GSE93545. Transcripts per million reads (TPM) for each miRNA in all three libraries was preformed to generate a comparative analysis of different midgut samples [17, 18]. A heatmap was generated by MeV software.

### Northern blot

Northern hybridizations were conducted using digoxigenin-labeled miRCURY LNA probes (Exiqon, Vedbak, Denmark) as described before [12]. Briefly, the midguts of female mosquitoes were collected at 48 h after blood-feeding. The total RNA sample was extracted using mirVana™ miRNA Isolation Kit (Ambion). Total RNA (20 μg) was loaded in 15% denaturing polyacrylamide gels. The RNA gels were transferred to a nylon membrane (Ambion), crosslinked using a UV crosslinker, and prehybridized, then hybridized overnight in the ULTRAhyb-Oligo Hybridization Buffer (Ambion) with the appropriate DIG-labeled probe at 42 °C. After washed three times, the membranes were then incubated for 5 min in development buffer. Substrate (1:100 diluted in development buffer) was applied on to the membranes and incubated in dark for 10 min. Chemiluminescence signal was then measured to detect miRNA on the membrane. Antisense 5′ digoxigenin-labeled miRCURY LNA probes sequences as follow, aan-miR-92a: 5′-TCA GCC GCT GTC ACA CGC ACA G-3′; aan-miR-275: 5′-GAC CAA TCG CCG TCC CCG CCG-3′.

### miRNA target prediction and pathway analysis

mRNA targets of regulated miRNAs during blood-feeding and *Plasmodium* infection were predicted according to the protocol reported before [18, 19]. Briefly, 3′UTR sequence of *An. gambiae* and *Ae. aegypti* were downloaded from VectorBase and subjected to target prediction using RNA hybrid tool. Target predictions were carried out based on the following three parameters: (i) the perfect complementarity of the miRNA with the 3′UTR sequence of mRNA targets; (ii) the energy of the miRNA:mRNA target duplex ≤ -20 Kcal/mol; (iii) *P*-value < 0.05. The selected miRNA:mRNA interaction networks were generated and visualized by Cytoscape.

### Statistical analysis

Statistical tests for identifying significant differentially expressed miRNAs were performed using *t*-test. The *P*-value cut-off was carried out on the data with the significance selected as 0.05.

## Results

### Small RNA sequencing analysis

The small RNA libraries were enriched, and separately yielded 17.51 million, 15.87 million and 6.5 million raw reads from the midgut samples of sugar-feeding (SF), blood-feeding (BF) and *Plasmodium* infection (PI). 

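Small RNA of dissected midguts of female mosquitoes was sequenced in 3 libraries, taken at 48 h. The SF library came from mosquitoes kept on 10% sugar, the BF library from 4 to 5 day-old mosquitoes fed on uninfected mice, and the PI library from mosquitoes fed on mice infected with Plasmodium berghei, a malaria parasite of rodents. For 67 known miRNAs the authors' deposited table lists the mature sequence, the TPM in each library, the fold change and the P-value. The paper states that each library was sequenced in biological replicates, but the table has 1 TPM value per miRNA and group. No spread between replicates can therefore be computed from it, no test was run, and none of the differences given here has a replicate check. The number of reads behind a TPM value is not known, so no counting interval is given. By the paper's Table 1, the SF, BF and PI libraries had 14457010, 11750726 and 3180161 clean reads, of which 4032195, 1878567 and 209907 matched miRBase. The total over which the TPM was formed is not given in the sources used here. The known miRNAs summed to 154939 TPM in SF, 113466 TPM in BF and 195512 TPM in PI, and the paper's Table S2 gives miR-N9 alone 79.5%, 86.2% and 70.4% of the TPM total. The miR-N9 sequence has 21 nt, and Table 1 gives 68.89%, 49.01% and 45.51% of clean reads at 20 to 23 nt, so if both hold and its reads were of that length, the TPM total was not the clean reads. The known miRNAs were 15.5%, 11.3% and 19.6% of the TPM total, while the reads matched to miRBase were 27.9%, 16.0% and 6.60% of clean reads, so a ratio of TPM may not be a ratio of shares of the library. Ratios were formed from the deposited TPM without a pseudocount, over miRNAs at 10 TPM or more in at least one of the libraries compared.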

After filtering for linker sequences, and removing ambiguous reads, high quality clean reads with sizes ranged from 15 to 32 nt were collected, of which 14.45 million (82.56%) reads for SF, 11.75 million (74.02%) reads for BF, and about 3.2 million (50.38%) reads for PI (Table 1). The main populations of small RNA in the length distribution is 20–23 nt (Fig. 1), of which 10.1 million (68.89%) reads for SF, 5.76 million for BF (49.01%) and 1.45 million for PI (45.51%). The 20–23 nt peaks of small RNA are consisted with the expected size of microRNAs. After aligned to the known miRNA and pre-miRNA in miRBase (version 21.0), the miRNA reads from SF, BF and PI midguts which can match to the miRBase are 4.03 million, 1.88 million and 0.21million separately (Table 1).

**Table 1:** Composition of small RNAs in midguts of sugar-feeding (SF), blood-feeding (BF) and *Plasmodium* infected blood-feeding (PI) at 48 h

Sample name	Raw reads	Clean reads (%)	20–23 nt reads (%)	Reads matched to known miRNAs
SF	17,510,882	14,457,010 (82.56)	10,104,472 (68.89)	4,032,195
BF	15,875,249	11,750,726 (74.02)	5,759,187 (49.01)	1,878,567
PI	6,511,125	3,180,161 (50.38)	1,447,177 (45.51)	209,907
Total	39,897,256	29,387,897	17,310,836	6,120,669

**Fig. 1:**
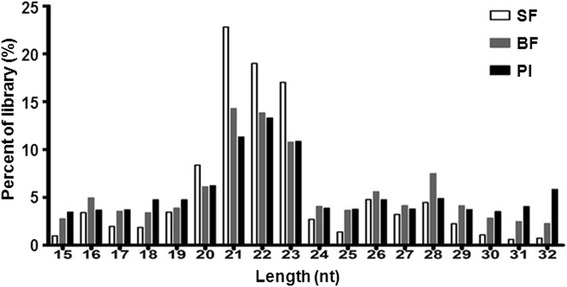
Length distribution of small RNA reads in the *An. anthropophagus* midguts. Female mosquitoes midguts at 48 h sugar feeding (SF), blood-feeding (BF) and *Plasmodium* infected-blood-feeding (PI)

### Identification of miRNAs in midguts of *An. anthropophagus*

A total of 67 known and 21 novel miRNAs were identified in the SF, BF and PI midgut libraries (Tables 2 and 3). Both known and novel miRNAs were present in the miRNA databases of *An. anthropophagus* adult as described before [12]. 

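The bantam miRNA, a growth regulator of insects, had the highest value among the known miRNAs in every library, at 45048.5 TPM in SF, 24928 TPM in BF and 74181 TPM in PI. In SF it was followed by miR-306 at 14095.1 TPM, miR-9c at 8976.6 TPM and miR-14 at 8439 TPM. In BF the second was miR-92a at 17462.4 TPM, and in PI it was miR-100 at 17444 TPM. The 10 highest known miRNAs held 74.1% of the known TPM in SF, 78.9% in BF and 82.9% in PI. Of the 67 known miRNAs, 57 were above 0 in all 3 libraries. Several listed mature sequences overlap, so that reads could be assigned to either member. The sequences of miR-92a and miR-92b share a run of 19 nt and those of miR-2b and miR-2c a run of 23 nt, and each of the latter shares 18 nt with miR-2a. Against the sequences of Table S2, miR-2a shares 20 nt with miR-N6, miR-932-3p shares 23 nt with miR-N10, miR-1890 shares 22 nt with miR-N17, miR-252 shares 21 nt with miR-N15, miR-31 shares 20 nt with miR-N21 and miR-998 shares 19 nt with miR-N9.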

The distribution and relative abundance of these miRNAs were analyzed according to the set of “abundant” (TPM ≥ 1000) or “rare” (TPM < 10). Most of known and novel miRNAs were found in the SF library (*n* = 87) with 29 abundant and 20 rare miRNAs. 

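All 67 known miRNAs were listed above 0 in SF. Of these, 23 were at 1000 TPM or more and 16 were under 10 TPM. The lowest was 0.2 TPM, the value of miR-193, miR-263b-5p and miR-309. Among the known miRNAs, miR-283 was abundant in this library only, at 1231.3 TPM against 407.5 TPM in BF and 693.7 TPM in PI.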

In case of BF library, 26 miRNAs were found to be abundant and 7 miRNAs (miR-193, miR-2944b, miR-307, miR-309, miR-79-5p, miR-965-1 and miR-N6) were not detected. 

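In BF, 20 known miRNAs were at 1000 TPM or more. The miRNA that passed this level in BF and not in SF was miR-92b, at 2215.5 TPM against 503.4 TPM. In the other direction, let-7 (646.7 TPM), miR-279 (926.2 TPM), miR-283 (407.5 TPM) and miR-9a (650.5 TPM) were under it in BF and not in SF. The 6 known miRNAs listed at 0 were low in SF as well, the highest being miR-965-1 at 2 TPM.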

Meanwhile, 27 abundant and 20 rare miRNAs were found in the PI library, of which 7 miRNAs (miR-193, miR-210, miR-252, miR-263b-5p, miR-2944b, miR-307 and miR-87) have no read counts. 

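In PI, 22 known miRNAs were at 1000 TPM or more, and 17 were under 10 TPM with the 7 listed at 0 included. The level of 1000 TPM was passed in PI and not in BF by let-7 (1199.2 TPM), miR-13 (1988.8 TPM), miR-279 (1746.5 TPM) and miR-9a (2178.8 TPM), and in BF and not in PI by miR-2a and miR-92b. Of the miRNAs listed at 0 in PI, miR-252 stood at 192 TPM and miR-210 at 11.1 TPM in BF, and the others were at 2.6 TPM or less. The lowest value above 0 was 3.5 TPM, against 0.5 TPM in BF.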

A novel miRNA miR-N6 is unique in the PI midguts.

**Table 2:** List of known microRNAs expressed in *An. anthropophagus* midguts

				Transcripts per million reads(TPM)			Fold change		Reference miRNA database	
No.	Name	Length	Sequence	SF	BF	PI	BF *vs* SF	PI *vs* BF	aga	aae
1	aan-bantam	23	UGAGAUCACUUUGAAAGCUGAUU	45,048.5	24,928	74,181	0.553	2.975	Y	Y
2	aan-let-7	21	UGAGGUAGUUGGUUGUAUAGU	1,079.9	646.7	1,199.2	0.598	1.854	Y	Y
3	aan-miR-1*^#^	22	UGGAAUGUAAAGAAGUAUGGAG	78	20.6	75.5	0.264	3.665	Y	Y
4	aan-miR-10	22	ACCCUGUAGAUCCGAAUUUGUU	60.7	51.9	136	0.855	2.62	Y	Y
5	aan-miR-100^#^	22	AACCCGUAGAUCCGAACUUGUG	6,270.2	4632	17,444	0.738	3.766	Y	Y
6	aan-miR-1000	21	AUAUUGUCCUGUCACAGCAGU	56.6	129.1	115	2.280	0.89	Y	Y
7	aan-miR-11	22	CAUCACAGUCUGAGUUCUUGCU	3,794.7	1775.7	2,952.7	0.467	1.662	Y	Y
8	aan-miR-1174	21	UCAGAUCUACUUAAUACCCAU	4,040	1,674	3,367.6	0.414	2.011	Y	Y
9	aan-miR-1175-3p*	24	UGAGAUUCUACUUCUCCGACUUAA	7,421.2	2,027	4,887.2	0.273	2.411	Y	Y
10	aan-miR-12*^#^	23	UGAGUAUUACAUCAGGUACUGGU	5,206.8	1,768.2	13,763.1	0.339	7.783	Y	Y
11	aan-miR-125	22	UCCCUGAGACCCUAACUUGUGA	308.6	257.7	791.3	0.835	3.07	Y	Y
12	aan-miR-13*^#^	23	UAUCACAGCCAUUUUGACGAGUU	790.5	241.7	1,988.8	0.305	8.228		Y
13	aan-miR-133^#^	22	UUGGUCCCCUUCAACCAGCUGU	96.3	87.3	17.4	0.906	0.199	Y	Y
14	aan-miR-137	22	UAUUGCUUGAGAAUACACGUAG	20.1	14.8	34.9	0.736	2.358		Y
15	aan-miR-14^#^	22	UCAGUCUUUUUCUCUCUCCUAU	8,439	3,009.3	1,009.7	0.356	0.335	Y	Y
16	aan-miR-184	22	UGGACGGAGAACUGAUAAGGGC	6,949.9	4,432	9,130	0.637	2.06	Y	Y
17	aan-miR-1890	22	UGAAAUCUUUGAUUAGGUCUGG	112.6	41.8	80.2	0.371	1.918	Y	Y
18	aan-miR-1891	22	UGAGGAGUUAAUUUGCGUGUUU	3.8	3.2	3.5	0.842	1.093	Y	Y
19	aan-miR-190	24	AGAUAUGUUUGAUAUUCUUGGUUG	47	37.6	34.9	0.8	0.928	Y	Y
20	aan-miR-193	22	UACUGGCCUACUAAGUCCCAAC	0.2	0	0	0	–	Y	Y
21	aan-miR-210^#^	19	CUUGUGCGUGUGACAACGG	5.1	11.1	0	2.176	–	Y	Y
22	aan-miR-252*^#^	21	UAAGUACUAGUGCCGCAGGAG	59	192	0	3.254	–		Y
23	aan-miR-263a^#^	23	AAUGGCACUGGAAGAAUUCACGG	36.3	50.8	262.7	1.399	5.17	Y	Y
24	aan-miR-263b-5p	23	CUUGGCACUGGGAGAAUUCACAG	0.2	1.1	0	5.5	–		Y
25	aan-miR-275^#^	20	UCAGGUACCUGAAGUAGCGC	3,269.4	9,040.2	2,035.9	2.765	0.225	Y	Y
26	aan-miR-276*^#^	20	AGCGAGGUAUAGAGUUCCUA	23.9	7.4	27.9	0.309	3.770	Y	Y
27	aan-miR-277-5p	22	UAAAUGCACUAUCUGGUACGAC	15.3	7.7	14.9	0.503	1.935	Y	Y
28	aan-miR-278	23	ACGGACGAUAGUCUUCAGCGGCC	55.7	22.8	31.4	0.409	1.377	Y	Y
29	aan-miR-279*	22	UGACUAGAUCCACACUCAUUAA	2,787.5	926.2	1,746.5	0.332	1.885	Y	Y
30	aan-miR-283*	24	CAAUAUCAGCUGGUAAUUCUGGGC	1,231.3	407.5	693.7	0.330	1.702	Y	Y
31	aan-miR-285	22	UAGCACCAUUCGAAAUCAGUAC	10.4	23	18.6	2.211	0.808		Y
32	aan-miR-2944a	24	GAAGGAACUUCUGCUGUGAUCUGA	9.9	7.1	14.9	0.717	2.098		Y
33	aan-miR-2944b	23	GAAGGAACUCCCGGUGUGAUAUA	1.2	0	0	0	–		Y
34	aan-miR-2a^#^	23	UAUCACAGCCAGCUUUGAAGAGC	3,687.6	1,745.2	415.5	0.473	0.238		Y
35	aan-miR-2b*	24	UAUCACAGCCAGCUUUGAUGAGCU	791.7	269.1	618.2	0.339	2.297		Y
36	aan-miR-2c	23	UAUCACAGCCAGCUUUGAUGAGC	657.4	228	435.7	0.346	1.910		Y
37	aan-miR-305-5p	24	AUUGUACUUCAUCAGGUGCUCUGG	2,879.6	1,101.7	3,594	0.382	3.262	Y	Y
38	aan-miR-306	22	UCAGGUACUGGAUGACUCUCAG	14,095.1	11,671.1	11,518.1	0.828	0.986	Y	
39	aan-miR-307	20	UCACAACCUCCUUGAGUGAG	1.3	0	0	0	–	Y	Y
40	aan-miR-308-5p^#^	22	AAUCACAGGAGUAUACUGUGAG	85.4	39.7	338.2	0.464	8.518	Y	Y
41	aan-miR-309	22	UCACUGGGCAAAGUUUGUCGCA	0.2	0	3.5	0	–	Y	
42	aan-miR-31^#^	23	UGGCAAGAUGUUGGCAUAGCUGA	27.3	10.7	207	0.392	19.35		Y
43	aan-miR-315-5p*	22	UUUUGAUUGUUGCUCAGAAAGC	2.9	12.2	7	4.206	0.573	Y	Y
44	aan-miR-317	24	UGAACACAUCUGGUGGUAUCUCAG	6,342	6,462.2	2,795.8	1.018	0.432	Y	
45	aan-miR-34	20	UGGCAGUGUGGUUAGCUGGU	584.9	347.7	990.1	0.594	2.847	Y	Y
46	aan-miR-375-1	22	UUUGUUCGUUUGGCUCGAGUUA	10	6.9	20.9	0.69	3.028	Y	Y
47	aan-miR-71-3p	22	UCUCACUACCUUGUCUUUCAUG	279.6	174.3	100.6	0.623	0.577		Y
48	aan-miR-79-5p	22	UAAAGCUAGAUUACCAAAGCAU	1.4	0	3.7	0	–	Y	Y
49	aan-miR-8-5p	23	UAAUACUGUCAGGUAAAGAUGUC	1,990.3	3,340.8	2,245.8	1.678	0.672	Y	Y
50	aan-miR-87	21	GGUGAGCAAAUAUUCAGGUGU	3.3	2.6	0	0.787	0	Y	
51	aan-miR-927	22	UUUAGAAUUCCUACGCUUUACC	142	156.1	156.9	1.099	1.005	Y	
52	aan-miR-92a*	22	UAUUGCACUUGUCCCGGCCUAU	2,103.2	17,462.4	8,613.8	8.3	0.493	Y	
53	aan-miR-92b*^#^	22	AAUUGCACUUGUCCCGGCCUGC	503.4	2,215.5	366	4.40	0.165	Y	Y
54	aan-miR-932-3p*	23	UCAAUUCCGUAGUGCAUUGCAGU	1.7	10.4	7.4	6.117	0.711		Y
55	aan-miR-957^#^	22	UGAAACCGUCCAAAACUGAGGC	98.6	260.4	31.4	2.640	0.120	Y	Y
56	aan-miR-965-1	22	UAAGCGUAUAGCUUUUCCCAUU	2	0	7.4	0	–	Y	Y
57	aan-miR-970	21	UCAUAAGACACACGCGGCUAU	4,435.5	2,880.7	1,837.2	0.649	0.637	Y	Y
58	aan-miR-980^#^	24	CGGCCGUUCAUUGGGUCAUCUAGC	25.5	26.9	4.9	1.054	0.182		Y
59	aan-miR-981	22	UUCGUUGUCGACGAAACCUGCA	3.5	7.7	7.4	2.2	0.961	Y	Y
60	aan-miR-988-5p	22	CCCCUUGUUGCAAACCUCACGC	4	2.2	7.4	0.55	3.363	Y	Y
61	aan-miR-989*	21	UGUGAUGUGACGUAGUGGUAC	78	360	314	4.615	0.872	Y	Y
62	aan-miR-996*	21	UGACUAGAUUACAUGCUCGUC	6,082.2	1,855	5,933.3	0.305	3.198	Y	Y
63	aan-miR-998	19	UAGCACCAUGAGAUUCAGC	3.5	0.5	3.7	0.142	7.4		Y
64	aan-miR-9a	23	UCUUUGGUUAUCUAGCUGUAUGA	1,308.7	650.5	2,178.8	0.497	3.349	Y	Y
65	aan-miR-9b	24	UCUUUGGUGAUUUUAGCUGUAUGC	2,386.6	1,190.8	3,806.8	0.499	3.196	Y	Y
66	aan-miR-9c	22	UCUUUGGUAUUCUAGCUGUAGA	8,976.6	4,496.3	12,856.5	0.500	2.859	Y	Y
67	aan-miR-iab-4^#^	22	ACGUAUACUGAAUGUAUCCUGA	14.6	3.3	26.1	0.226	7.909	Y	Y

*Abbreviations*: *SF* sugar-feeding, *BF* blood-feeding, *PI Plasmodium* infection, *TPM* transcripts per million reads; Fold change, BF/SF or PI/BF, *aan Anopheles anthropophagus*, aga *Anopheles gambiae*, *aae Aedes aegypti*

*Represents the statistical significance in the differential expression of individual miRNA in BF *vs* SF (*P*-value < 0.05)

^#^Represents the statistical significance in the differential expression of individual miRNA in PI *vs* BF (*P*-value < 0.05)

**Table 3:** List of novel microRNAs expressed in *An. anthropophagus* midguts

				Transcripts per million reads(TPM)			Fold change	
No.	Name	Length	Sequence	SF	BF	PI	BF *vs* SF	PI *vs* BF
1	aan-miR-N1^#^	18	CGCUGCAGUACUGGCGCC	37.2	17.5	306.8	0.470	17.53
2	aan-miR-N2	21	AUCCGGUGAUAGGCUGACCCG	50.6	26.5	45.3	0.523	1.709
3	aan-miR-N3*	20	UUAGAAUGUGGAAUCUGUUU	27.9	7.4	24.4	0.265	3.297
4	aan-miR-N4	23	UUGGUGUUAUAUCUUACAGUGAG	3,160.5	2,462.1	3,824.2	0.779	1.553
5	aan-miR-N5	23	UUGGUGUUAUAUCUUACAGUGAG	9.8	4.2	10.5	0.428	2.5
6	aan-miR-N6^#^	20	UAUCACAGCCAGCUUUGAAG	0	0	149.9	–	–
7	aan-miR-N7	22	UGCAUUCAGUGGGGCGGUCGUG	4.2	4.8	3.5	1.142	0.729
8	aan-miR-N8	22	UGUUAACUGUAAGACUGUGUCG	5.1	1.1	7	0.215	6.363
9	aan-miR-N9	21	UAGCACCAUGAGAUUCAGCUC	794,875	861,632.1	704,445.5	1.083	0.817
10	aan-miR-N10*	22	UCAAUUCCGUAGUGCAUUGCAGU	80.5	273.1	491.5	3.392	1.799
11	aan-miR-N11	22	UUGGUGUUAUAUCUUACAGUGAG	1,479.9	592.8	348.6	0.400	0.588
12	aan-miR-N12	22	GUAGGCCGGCGGAAACUACUUGC	351.2	132.3	142.9	0.376	1.080
13	aan-miR-N13	23	UUGGCCGGUACGGGCUGACCGGGC	49.5	29.6	55.8	0.597	1.885
14	aan-miR-N14^#^	22	UGAACCGGCGUAGCGUGAAAGCA	8,461.5	3,769.9	18,898.1	0.445	5.012
15	aan-miR-N15	21	CUAAGUACUAGUGCCGCAGGAG	3,368.1	2,159.9	6,177.4	0.641	2.860
16	aan-miR-N16*^#^	19	UUAGAAUGUGGAAUCUGUUU	755.7	4,010.7	324.2	5.307	0.080
17	aan-miR-N17	22	UGAAAUCUUUGAUUAGGUCUGG	59.3	60.3	125.5	1.016	2.081
18	aan-miR-N18^#^	18	UAUCAGCGGUAGUUACCUG	22.7	13.8	3.5	0.607	0.253
19	aan-miR-N19	20	GUGCAUUGUAGUUGCAUUGCA	3,771.7	1,716.9	3,099.1	0.455	1.805
20	aan-miR-N20^#^	18	GUUGCUGUCCGCUGAAGCA	59.8	25.4	209.2	0.424	8.236
21	aan-miR-N21*	23	UGGCAAGAUGUUGGCAUAGCAGCU	14.2	97.6	134.1	6.873	1.373

*Abbreviations*: *N* the abbreviation of Novel, *SF* sugar feeding, *BF* blood feeding, *PI Plasmodium* infection, *TPM* transcripts per million reads; Fold change, BF/SF or PI/ BF, *aan Anopheles anthropophagus*

*Represents the statistical significance in the differential expression of individual miRNA in BF *vs* SF (*P*-value < 0.05)

#Represents the statistical significance in the differential expression of individual miRNA in PI *vs* BF (*P*-value < 0.05)

### Differential expression of miRNAs after blood-feeding and *Plasmodium* infection

To investigate the miRNAs regulated in blood-feeding and *Plasmodium* infection, the TPM value of individual miRNA between BF and SF, PI and BF were compared in the form of the fold change (Fig. 2). 

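Between BF and SF, 11 known miRNAs were at least 2-fold higher in BF, among them miR-92a and miR-275, and 22 were at least 2-fold lower, among them miR-1, miR-12 and miR-14, of 54 at 10 TPM or more in either library. Between PI and BF, 25 were at least 2-fold higher in PI, among them miR-31, miR-13 and bantam, and 11 were at least 2-fold lower, among them miR-957 and miR-92b, of 55. Between PI and SF, 12 were higher and 9 lower of 52. The median log2 ratio was -0.74 for BF over SF across 47 miRNAs and 0.93 for PI over BF across 45. Rescaled to the sum of the known miRNAs, these medians were -0.29 and 0.15, with 12 miRNAs higher and 12 lower in BF than SF, 9 higher and 17 lower in PI than BF, and 8 higher and 13 lower in PI than SF. Scaled by the median ratio of the libraries, 13 were higher and 3 lower in BF than SF, 8 were higher and 19 lower in PI than BF, and 10 were higher and 9 lower in PI than SF, with medians of -0.0038 for BF over SF and 0.0435 for PI over BF. The median-ratio scaling removes a shift common to the miRNAs by construction, so its medians cannot show whether there was such a shift. With TPM multiplied by the share of clean reads matched to miRBase, 5 were higher and 37 lower in BF than SF, 6 higher and 22 lower in PI than BF, and 0 higher and 42 lower in PI than SF, with medians of -1.54 for BF over SF and -0.34 for PI over BF. At the Table 1 share of known miRNAs, 8 were higher and 29 lower in BF than SF, 2 higher and 32 lower in PI than BF, and 0 higher and 46 lower in PI than SF, with medians of -1.09 and -1.13. The medians and counts thus depend on the scaling. The Table 1 share multiplies the known miRNAs' part of the TPM total by 1.80 in SF, 1.41 in BF and 0.338 in PI. Multiplied likewise, miR-N9, at 79.5% and 86.2% of the TPM total in SF and BF, would exceed all clean reads there. That scaling thus cannot hold for the whole SF and BF libraries. Its values show only how far the ratios depend on the scale.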

The set of significantly regulated miRNAs were selected on the basis of their *P*-value < 0.05, fold change ≥ 2 and TPM ≥10 (Additional file 1: Table S1 and Additional file 2: Table S2). 

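Among known miRNAs at 10 TPM or more in BF or SF, the highest ratio of BF to SF was that of miR-92a, at 17462.4 TPM against 2103.2 TPM, or 8.30 times. Its relative miR-92b was 4.40 times higher, at 2215.5 TPM against 503.4 TPM. The 2 members of the miR-92 family, which share 19 nt, were thus both at least 2-fold higher. At lower levels, miR-932-3p had 10.4 TPM in BF and 1.7 TPM in SF (6.12 times), miR-315-5p had 12.2 TPM and 2.9 TPM (4.21 times), miR-989, an ovary miRNA of mosquitoes, had 360 TPM and 78 TPM (4.62 times), and miR-252 had 192 TPM and 59 TPM (3.25 times). These ratios have no replicate check, and the number of reads behind the low TPM of miR-932-3p and miR-315-5p is not known. The listed miR-932-3p sequence is the same 23 nt as that of miR-N10, which had 273.1 TPM in BF and 80.5 TPM in SF. The miR-252 sequence lies within that of miR-N15, which was lower in BF, at 2159.9 TPM against 3368.1 TPM in SF. Neither pair was summed, so the ratios of miR-932-3p and miR-252 are those of their entries alone. By their listed values, miR-92a, miR-92b, miR-932-3p, miR-989 and miR-315-5p were each at least 2-fold higher in BF under the 5 other scalings tried. For miR-932-3p this holds for the entry without miR-N10 only. Each scaling multiplies every BF to SF ratio by 1 common factor, the lowest being 0.573. Passing them all thus follows from the size of the TPM ratio and is no replicate check. The ratio of miR-252 was 1.87 when TPM was multiplied by the share of clean reads matched to miRBase. With a pseudocount of 10 TPM the ratio was 1.74 for miR-932-3p and 1.72 for miR-315-5p, and neither is counted when 10 TPM is required in both libraries.

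**Figure D1:**
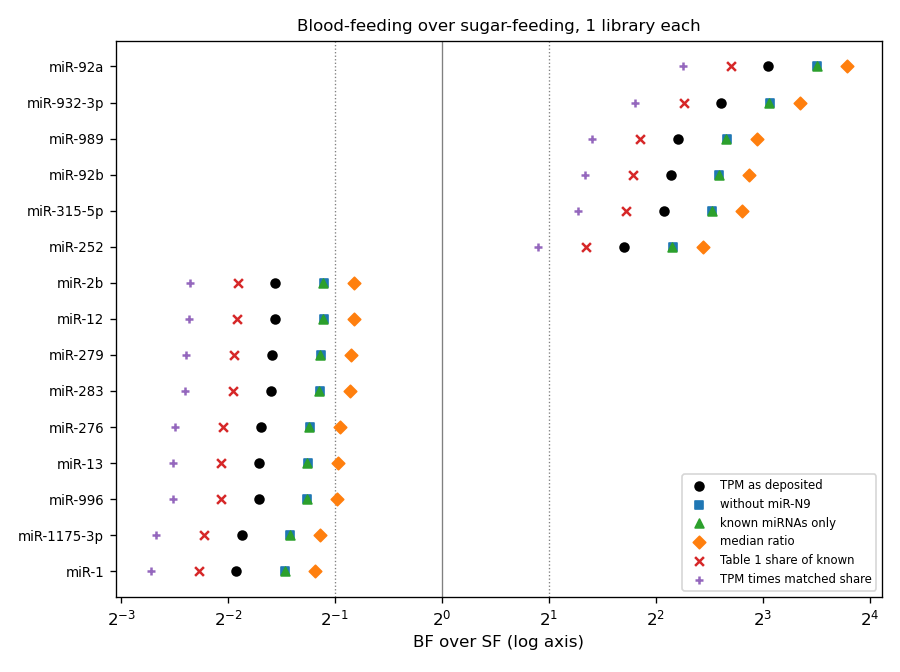
Ratio of the BF library to the SF library, on a log axis, for the known miRNAs that the paper lists as regulated after blood-feeding. Each symbol is 1 scaling of the same library pair, and dotted lines mark 2-fold. The point for miR-92a as deposited is at 8.30 and that for miR-1 is at 0.264.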

With respect to BF library, six known miRNAs (miR-252, miR-315-5p, miR-92a, miR-92b, miR-932-3p and miR-989) and three novel miRNAs (miR-N10, miR-N16 and miR-N21) showed significantly upregulated expression compared with SF. Especially, the expression levels for miR-92a, miR-932-3p, miR-N16 and miR-N21 were enhanced more than 5-fold after blood-feeding. 

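The lowest ratios of BF to SF were those of miR-iab-4 (0.226, 3.3 TPM against 14.6 TPM), the muscle miRNA miR-1 (0.264, 20.6 TPM against 78 TPM) and miR-1175-3p, an abundant mosquito midgut miRNA (0.273, 2027 TPM against 7421.2 TPM). The miR-279 family was lower, with miR-996 at 0.305 and miR-279 at 0.332. The clustered miR-12 and miR-283 stood at 0.340 and 0.331. All 6 members of the K-box seed family, a fixed list of miR-2, miR-13, miR-11 and miR-308 relatives, were at least 2-fold lower, with a median ratio of 0.402 that lay at percentile 9 of 10000 random lists matched on mean TPM. The members miR-2a, miR-2b and miR-2c have overlapping sequences, so they are not separate counts. Summed, these were at 0.437 times. The other muscle miRNA, miR-133, was at 0.907. The split by direction depends on the scaling, since the sum of the known miRNAs was lower in BF. Rescaled to that sum, 3 of the 6 K-box members were at least 2-fold lower, and 0 of the 6 were under the median-ratio scaling, where miR-996, miR-279, miR-12 and miR-283 were under 2-fold as well. Those 3 were miR-13 and the overlapping miR-2b and miR-2c. Under the deposited TPM and all 5 other scalings, miR-1, miR-1175-3p and miR-iab-4 were at least 2-fold lower in BF, but miR-iab-4 was at 0.541 with a pseudocount of 10 TPM and is not counted when 10 TPM is required in both libraries. Each scaling is 1 common factor, the highest being 1.67, so passing them all follows from the TPM ratio and is no replicate check.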

Meanwhile, the expression of 10 miRNAs (miR-1, miR-1175-3p, miR-12, miR-13, miR-276, miR-279, miR-283, miR-2b, miR-996 and miR-N3) was found to be significantly downregulated after blood-feeding (Tables 2 and 3).

**Fig. 2:**
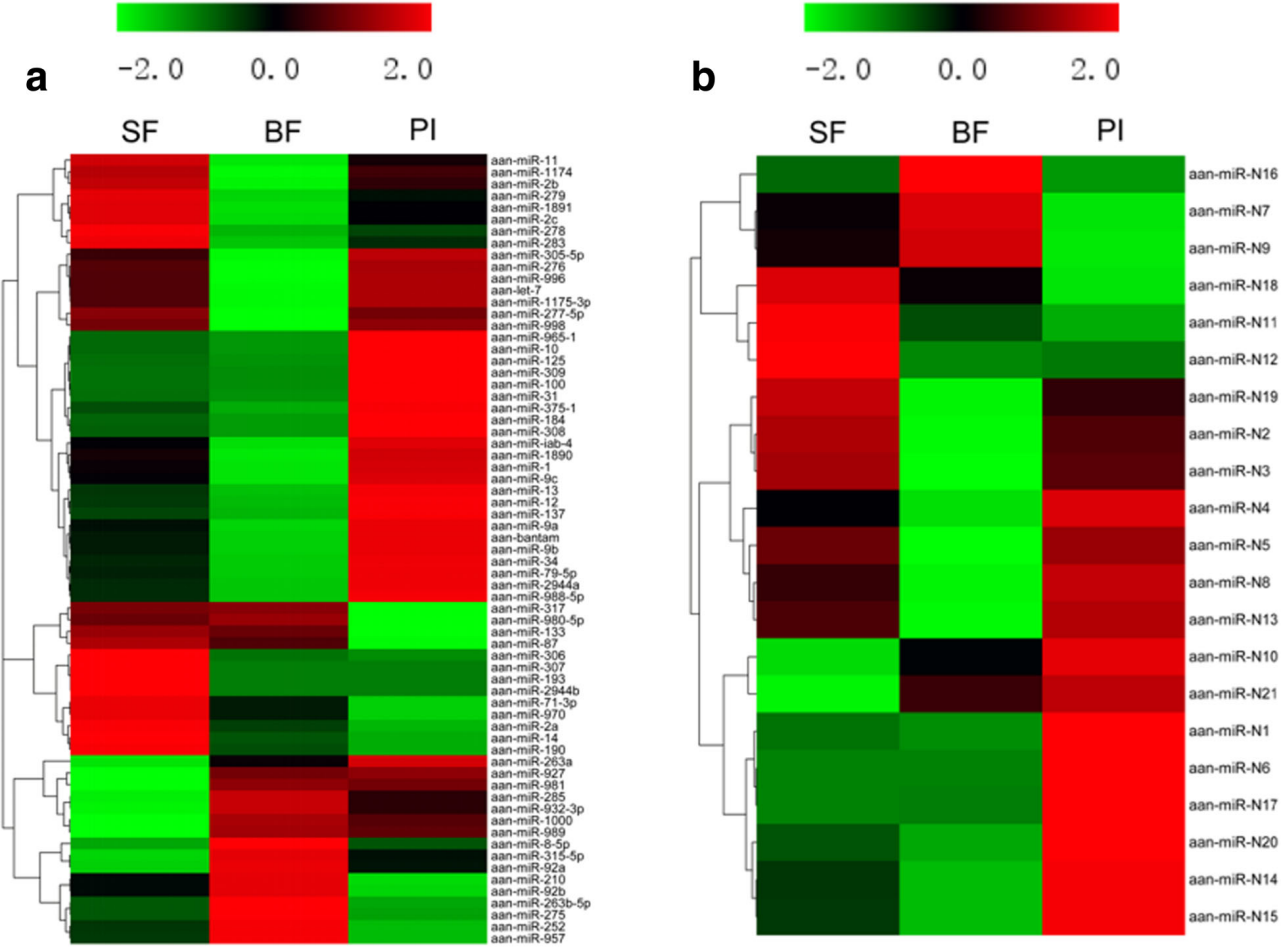
Heatmap of differential expressed miRNAs in the *An. anthropophagus* midgut. Expression profile of known miRNAs (**a**) and novel miRNAs (**b**) in sugar-feeding midgut (SF), blood-feeding midgut (BF) and *Plasmodium*-infected midguts (PI). Colour scale-bar from light green to *dark red* indicates relative increase in miRNA expression

In the case of the PI library, 9 known miRNAs (miR-1, miR100, miR-12, miR-13, miR-263a, miR-276, miR-308-5p, miR-31, miR-iab-4) and 4 novel miRNAs (miR-N1, miR-N6, miR-N14 and miR-N20) exhibited significantly upregulated expression. 

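The miRNAs with the highest ratio of PI to BF after miR-31 were miR-308-5p at 8.52 (338.2 TPM against 39.7 TPM), miR-13 at 8.23 (1988.8 TPM against 241.7 TPM), miR-iab-4 at 7.91 (26.1 TPM against 3.3 TPM) and miR-12 at 7.78 (13763.1 TPM against 1768.2 TPM). They were followed by miR-263a at 5.17. The values were 3.77 for miR-276, at 27.9 TPM against 7.4 TPM, 3.77 for miR-100, at 17444 TPM against 4632 TPM, and 3.67 for miR-1, at 75.5 TPM against 20.6 TPM. None of these ratios has a replicate check here, and with a pseudocount of 10 TPM miR-iab-4 was at 2.71 and miR-276 at 2.18, neither of which is counted when 10 TPM is required in both libraries. Of the 9 miRNAs, 8 were at least 2-fold higher in PI under the 3 scalings planned with the paper's printed TPM already seen. The exception was miR-1 at 1.98 under the median-ratio scaling. With the known miRNAs set to Table 1's share of matched reads, miR-1, miR-100 and miR-276 were lower in PI, at 0.878, 0.902 and 0.903 times, miR-12, miR-13, miR-263a and miR-iab-4 were under 2-fold, at 1.87, 1.97, 1.24 and 1.90 times, and only miR-31 and miR-308-5p were at least 2-fold higher. For miR-31 these results are those of its entry alone. Its sequence shares 20 nt with that of miR-N21, listed at 97.6 TPM in BF and 134.1 TPM in PI. The pair was not summed, so a 2-fold rise under these scalings is not shown for it.

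**Figure D2:**
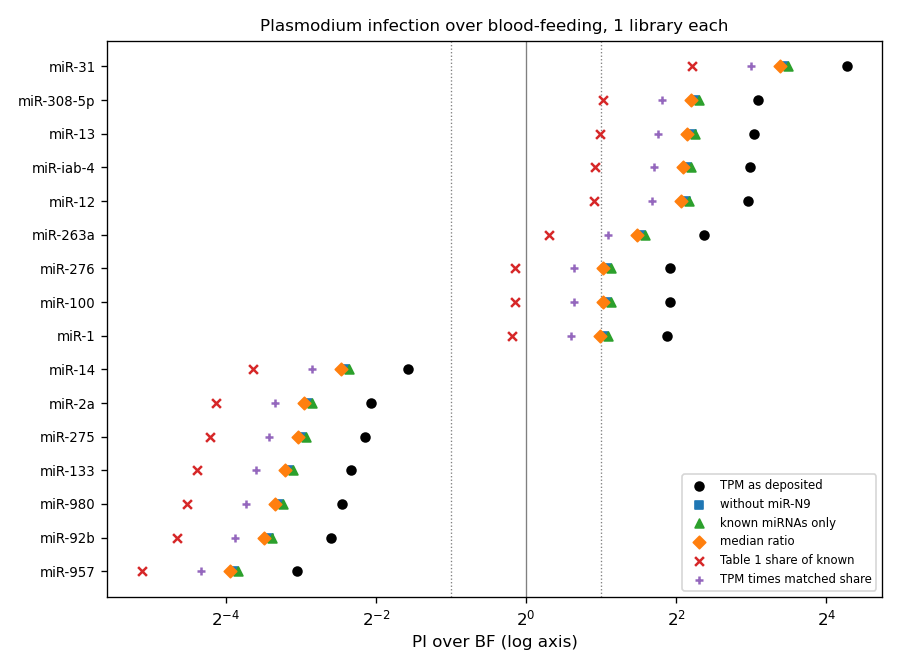
Ratio of the PI library to the BF library, on a log axis, for the known miRNAs that the paper lists as regulated after infection and that are above 0 in both libraries. Each symbol is 1 scaling of the same library pair, and dotted lines mark 2-fold. The miRNAs from miR-14 to miR-957 lie left of the lower dotted line as deposited, and every other scaling moves all points to the left.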

Notably, the TPM value of aan-miR-N16 was almost 150-fold enhanced in PI midgut compared with BF midgut. Meanwhile, the expression of miR-31 was enhanced more than 10-fold after *Plasmodium* infection. On the other hand, the expression levels of 9 known (miR-133, miR-14, miR-210, miR-252, miR-2a, miR-275, miR-92b, miR-957 and miR-980) and 2 novel miRNAs (miR-N16 and miR-N18) were significantly downregulated in the *Plasmodium* infection midgut. In particular, the TPM value for miR-252 was 191 in BF midgut but zero in the PI midgut (Tables 2 and 3).

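The value of miR-31 was 207 TPM in PI, 10.7 TPM in BF and 27.3 TPM in SF. The ratio of PI to BF was 19.3, the highest among the known miRNAs at 10 TPM or more in either library, and the ratio to SF was 7.58. Rescaled to the sum of the known miRNAs, the ratio to BF was 11.2, with a pseudocount of 10 TPM it was 10.5, and at the Table 1 share of known miRNAs it was 4.64. The ratio to SF was 1.42 at that share and 1.79 with TPM multiplied by the matched share of clean reads, both under 2-fold. The BF value is low and its number of reads is not known, and the listed sequence shares 20 nt with that of miR-N21, so that reads could be assigned to either. The paper's Table S2 gives miR-N21 14.2 TPM in SF, 97.6 TPM in BF and 134.1 TPM in PI. That pair was not summed, so the ratios given are those of the miR-31 entry alone.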

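Among counted miRNAs above 0 in PI, the one furthest below its BF value was miR-957, at 31.4 TPM against 260.4 TPM (0.121 times). It was followed by miR-92b, at 366 TPM against 2215.5 TPM (0.165 times), miR-980 at 0.182 times (4.9 TPM against 26.9 TPM), the muscle miRNA miR-133 at 0.199 times and miR-275, which is needed for blood digestion and egg development in Aedes aegypti, at 0.225 times. For miR-14 the ratio was 0.336 and for miR-2a 0.238. With overlapping sequences summed, miR-2a with miR-2b and miR-2c was at 0.655 times and no longer 2-fold lower, and miR-92b with miR-92a was at 0.456 times. Relative to SF, miR-14 and miR-2a were at 0.120 and 0.113 times, the lowest among the counted miRNAs that were above 0 in PI, but miR-2a summed with miR-2b and miR-2c was at 0.286 times. miR-317 and miR-92a were also at least 2-fold lower in PI than BF, at 0.433 and 0.493 times. Each of the 5 other scalings lowers every PI to BF ratio by a common factor, so they are no check of these ratios. There is no replicate check of these ratios, and miR-2a shares 18 nt with miR-2b and miR-2c, whose PI values were 2.30 and 1.91 times their BF values, and 20 nt with miR-N6, to which the paper's Table S2 gives 0 TPM in BF and 149.9 TPM in PI.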

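The TPM of miR-252 was 59 in SF, 192 in BF and listed at 0 in PI. No fold is given against the PI library, since the value that 1 read stands for there is not known. The smallest value above 0 listed in PI was 3.5 TPM. The 21 nt of the miR-252 sequence lie within the sequence of miR-N15 in the paper's Table S2. For miR-N15 that table gives 3368.1 TPM in SF, 2159.9 TPM in BF and 6177.4 TPM in PI, so reads could be assigned to either.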

Furthermore, several miRNA exhibited different expression patterns in BF and PI midguts. For example, four miRNAs including miR-1, miR-12, miR-13 and miR-276 were significantly downregulated in the BF midguts but upregulated in the PI midguts. Conversely, the expression of miR-252 and miR-N16 showed significant upregulation in the BF midguts but were downregulated in the PI midguts (Tables 2 and 3). These data suggest that the same miRNAs may play different roles in the blood-feeding and *Plasmodium* infection midguts.

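In SF, BF and PI, miR-1 had 78, 20.6 and 75.5 TPM, miR-12 had 5206.8, 1768.2 and 13763.1 TPM, miR-13 had 790.5, 241.7 and 1988.8 TPM, and miR-276 had 23.9, 7.4 and 27.9 TPM. Set against SF directly, the PI value was 0.968 times for miR-1 and 1.17 times for miR-276, while it was 2.64 times for miR-12 and 2.52 times for miR-13. These directions depend on the scaling, since miR-12 and miR-13 were at 0.626 and 0.595 times with TPM multiplied by the matched share of clean reads and at 0.496 and 0.472 times at the Table 1 share of known miRNAs, and miR-276 was at 0.925 times over the known miRNAs. With a pseudocount of 10 TPM the BF to SF ratio of miR-276 was 0.513. By TPM, 14 known miRNAs were at least 2-fold lower in BF than SF and at least 2-fold higher in PI than BF. Rescaled to the sum of the known miRNAs there were 5, and under the median-ratio scaling there was 1. Both ratios contain the same BF library.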

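The order of higher in BF and lower in PI was seen at 2-fold in 6 known miRNAs, which were miR-210, miR-252, miR-275, miR-92a, miR-92b and miR-957. The miR-252 sequence lies within that of miR-N15, listed at 3368.1 TPM in SF, 2159.9 TPM in BF and 6177.4 TPM in PI. The directions of miR-N15 were thus opposite, and the pair was not summed. For miR-210, at 5.1 TPM in SF and 11.1 TPM in BF, the BF to SF ratio was 1.98 with a pseudocount of 1 TPM. Relative to SF, the PI value was 4.10 times for miR-92a, 0.727 times for miR-92b, 0.623 times for miR-275 and 0.318 times for miR-957. For miR-92a it was 0.969 times with TPM multiplied by the matched share of clean reads and 0.768 times at the Table 1 share of known miRNAs. Rescaled to the sum of the known miRNAs, 10 miRNAs had this order. With TPM multiplied by the matched share of clean reads 5 had it, and of the 6 only miR-92a and miR-92b, since the BF to SF ratio was 1.87 for miR-252, 1.58 for miR-275, 1.51 for miR-957 and 1.25 for miR-210. Requiring the authors' P-value under 0.05 left 2, miR-252 and miR-92b. Across the 45 known miRNAs at 10 TPM or more in all 3 libraries, the log2 ratio of BF to SF and that of PI to BF had a Pearson r of -0.57 and a Spearman rho of -0.53. These are correlations across miRNAs, which are not independent replicates. In simulations, 3 unrelated libraries with equal spread gave a median r of -0.50, because the BF library is in both ratios.

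**Figure D3:**
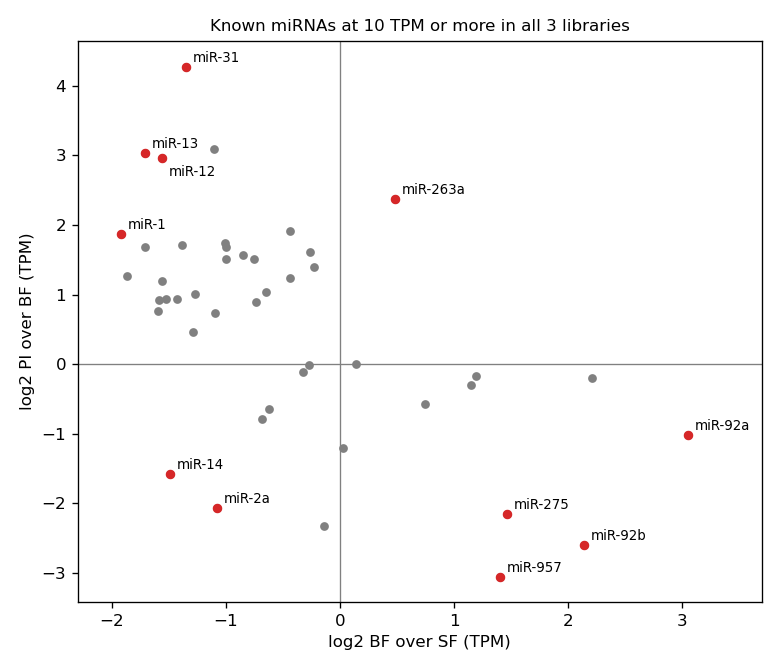
Log2 ratio of PI to BF against log2 ratio of BF to SF, by TPM, for the 45 known miRNAs at 10 TPM or more in all 3 libraries. Each point is 1 miRNA with 1 TPM value per group, and a set of the named miRNAs is marked in red. The r across the points is -0.57.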

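In the miR-9 family, 2 of 3 members were at least 2-fold lower in BF than SF and 3 of 3 were at least 2-fold higher in PI than BF, with a median PI to BF ratio of 3.20. Rescaled to the sum of the known miRNAs, 0 of 3 members passed 2-fold in either comparison, and at the Table 1 share of known miRNAs the PI to BF ratios of miR-9a, miR-9b and miR-9c were 0.803, 0.766 and 0.685. In the let-7 complex of let-7, miR-100 and miR-125, 0 of 3 passed 2-fold in BF against SF and 2 of 3 were higher in PI than BF, against 1 of 3 over the known miRNAs and 0 of 3 at the Table 1 share. The miR-275 and miR-305 cluster was split, with miR-275 higher and miR-305-5p lower in BF, and the reverse in PI by TPM. Over the known miRNAs miR-305-5p was at 0.522 and 1.89 times and passed 2-fold in neither comparison, and at the Table 1 share its PI to BF ratio was 0.782. These lists are not the paper's basis. From the opposite directions of miR-1, miR-12, miR-13, miR-276, miR-252 and miR-N16 in the BF and PI midguts the paper goes to its reading, proposing that a miRNA could act differently after a blood meal and after infection.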

### Confirmation of mosquito miRNAs

Having identified the microRNAs expression patterns of *An. anthropophagus* midguts after blood-feeding and *Plasmodium* infection, Northern hybridization was performed to validate some of these miRNAs. 

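By sequencing, miR-275 had 3269.4 TPM in SF, 9040.2 TPM in BF and 2035.9 TPM in PI, and miR-92a had 2103.2 TPM, 17462.4 TPM and 8613.8 TPM. Both were above 1000 TPM in every library. Among the known miRNAs, miR-92a ranked 2 in BF and miR-275 ranked 4. The ratio of BF to SF was 2.77 for miR-275, and 1.58 with TPM multiplied by the matched share of clean reads, and the ratio of BF to PI was 4.44. For miR-92a the ratio of BF to SF was 8.30 and that of BF to PI was 2.03. The P-values of the authors' deposited table for BF against SF and PI against BF are 0.672 and 0.006 for miR-275 and 3.17e-05 and 0.05 for miR-92a. The replicate values behind them are not among those used here, so these differences have no replicate check.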

The representative abundant miRNA (miR-275 and miR-92a) were selected in the Northern blot analysis. Total RNA from SF, BF and PI 48 h were probed using locked nucleic acid (LNA) probe. The expression patterns of miR-275 and miR-92a in SF, BF and PI are shown in Fig. 3. The northern signals at ~20 nt indicated that the expression level of miR-92a is upregulated to over 5-fold after blood-feeding, and miR-275 is downregulated to more than 3-fold after *Plasmodium* infection, which is consistent with the sequencing results.

**Fig. 3:**
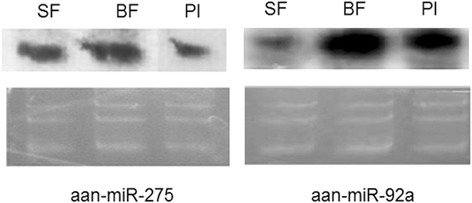
Northern blot of differentially expressed miRNAs in the *An. anthropophagus* midguts. *Abbreviations*: SF, sugar-feeding midgut; BF, blood-feeding midgut; PI, *Plasmodium*-infected midgut

### Target prediction and network analysis

Target prediction were carried out to understand the putative function of regulated miRNAs by using RNA hybrid (*P*-value < 0.05). All the mRNA targets are derived from the orthologous genes of *An. gambiae* in the Vector Base. Maximum numbers of mRNA targets were predicted for miR-92a (*n* = 744). The targets were further analyzed by KOBAS, and a total of 38 different pathways were regulated by miRNAs after blood-feeding and *Plasmodium* infection (Fig. 4). In the upregulated miRNA after blood-feeding, miR-252 and miR-92a were identified to target oxidative phosphorylation and peroxisome pathway. miR-92a was also found to target glycolysis, proteasome, ribosome and TGF-beta signaling pathway. Meanwhile, ribosome was commonly targeted by the downregulated miRNAs including miR-13, miR-279 and miR-2b in BF midguts. After *Plasmodium* infection, endocytosis and fructose mannose metabolism pathway is specifically targeted by miR-31. Spliceosome was common between miR100 and miR-14. In the downregulated miRNA, miR-210 and miR-275 targeted RNA transport and purine metabolism separately (Fig. 4).

**Fig. 4:**
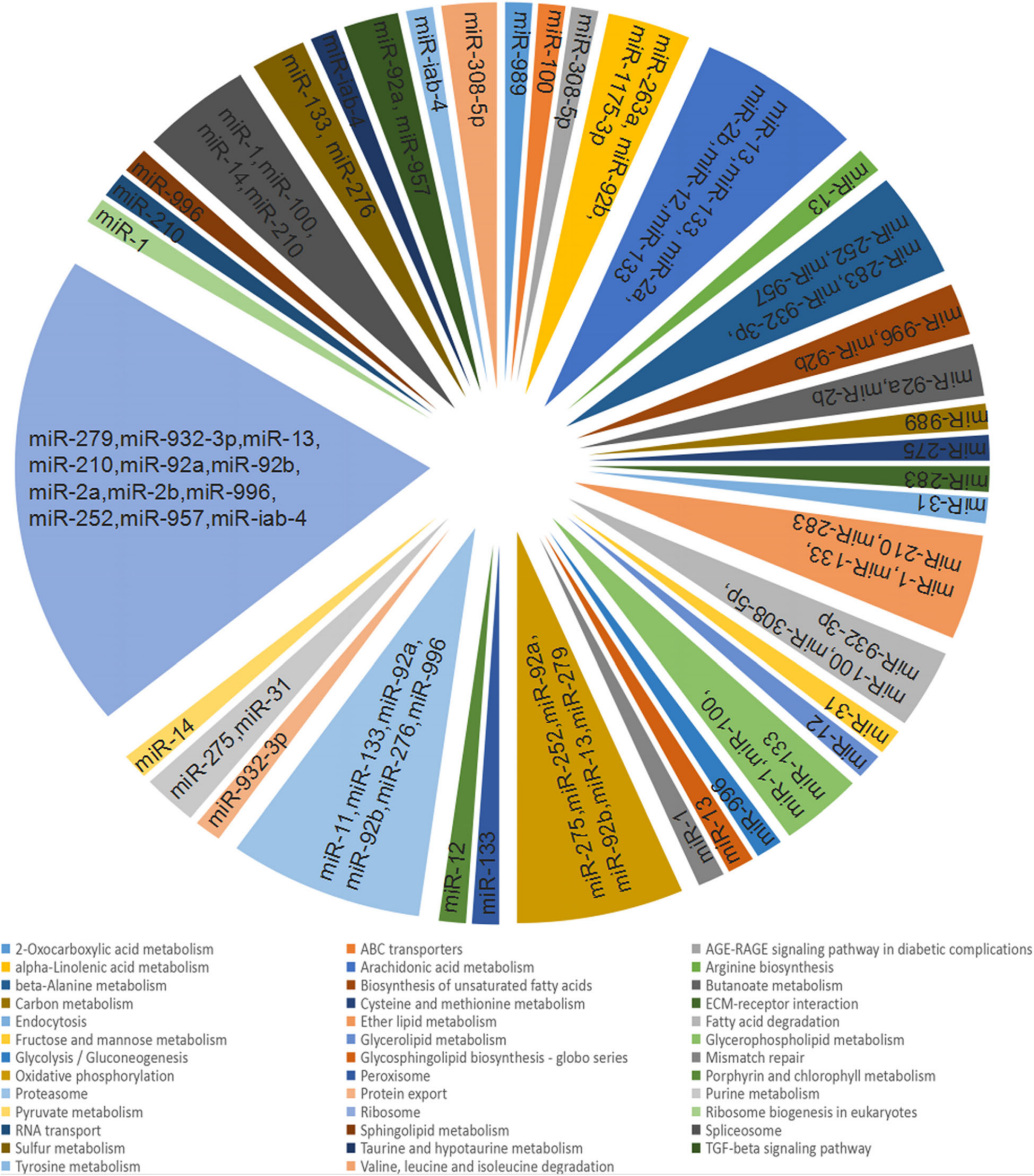
KOBAS analysis of miRNA targets. miRNA targets involved in blood-feeding and *Plasmodium* infection were predicted by RNA hybrid. Pie chart represents the pathway targeted by the miRNAs which are listed in the pie area

The interaction networks of miRNA:mRNA targets were generated. In BF midguts, AGAP000348-RA and AGAP000120-RA were targeted by downregulated miR-1. A total of 493 mRNA targets were regulated by upregulated miR-989, of which AGAP007839-RA, AGAP0004451-RA and AGAP008345-RA were targeted by two or more upregulated and downregulated miRNAs (Additional file 3: Figure S1). Furthermore, 573 mRNAs were targeted by upregulated miR-31 in the PI midguts. Three mRNA (AGAP000204-RA, AGAP009077-RA and AGAP010306-RA) were targeted by downregulated miR-957 (Additional file 4: Figure S2). Further investigations are important to understand the role of these mRNAs during blood-feeding and *Plasmodium* infection.

## Discussion

*Anopheles* mosquitoes are the main vector for the transmission of malaria, and the invasion of midguts is one of the most critical steps for the survival and development of *Plasmodium* [21]. Because of the lack of an adaptive immune system, RNA interference (RNAi) is the most important and primary defense employed by mosquitoes to protect themselves from pathogens [22, 23]. miRNAs are the most important part of RNA interference, and some of them have been proven to be involved in fighting against virus and parasite infections [21–24]. In a previous study, we have investigated the miRNA profiles of *An. anthropophagus*, and discovered that several miRNAs exhibit sexual differences and stage-specific functions [12]. However, their role in *Plasmodium* infection is poor understood. This study was conducted to identify and elucidate role of miRNAs after blood-feeding and *Plasmodium* infection in *An. anthropophagus* midguts.

In the present study, the expression profiles of miRNA at 48 h after blood-feeding and *Plasmodium* infection were investigated using small RNA sequencing; sugar-feeding midguts were taken as the control. Compared with sugar feeding, there is a significant downregulation for the percent of miRNA library (20–23 nt) after blood-feeding and *Plasmodium* infection. The similar downregulation expression profiling of miRNAs was also reported in the parasitized blood-feeding midguts of *Anopheles stephensi* [18] suggested that pathogens including *Plasmodium* and viruses invade mosquitoes midguts by inhibiting or downregulating the miRNA expression [22–24].

Blood-feeding is a critical physiological activity for the mosquito and its ability to transmit disease [25]. Female mosquitoes take blood meals to carry out egg production, and acquire pathogens such as malaria parasites and dengue viruses from an infected host [26–28]. Furthermore, mosquito biological characteristics are affected by triggering a cascade of gene regulatory events in the midgut after blood-feeding [28, 29]. In this study, the correlation between blood-feeding and miRNA expression profiles in *An. anthropophagus* midguts was investigated. We indentified nine significantly upregulated and ten downregulated expression miRNAs in the blood-feeding midguts compared with sugar feeding. For example, miR-92a exhibited a significant enhanced expression level after blood-feeding according to the sequencing and Northern blot results. Li et al. [11] reported that blood-feeding can induce the expression of miR-92a in the midgut of *Ae. aegypti* females. While *Wolbachia* infection can downregulate the expression of miR-92a in mosquito cell [30]. In our study, the expression of miR-92a is significantly upregulated in blood-feeding. By target prediction and networks analysis, miR92a was found to target 744 mRNAs and several pathways including the oxidative phosphorylation, proteasome, ribosome and TGF-beta singaling pathway. Our study may shed light on the possible roles of miR92a in *An. anthropophagus* mosquito physiology related to blood-feeding.

Midgut represents the first barrier for the pathogens to establish infection in mosquitoes [2, 4]. Pathogens such as parasites and endosymbiotic bacteria are known to alter host miRNA profiles for their invasion and development [15, 31]. For example, *Wolbachia* can induce the expression of miR-12 in *An. aegypti* mosquito cells to maintan the persistence of infection [31]. In our study, we indentified 13 upregulated miRNAs including miR-12. This finding suggests that miR-12 is also involved in *Plasmodium* infection, and the role of miR-12 in *Plasmodium* infection of *An. anthropophagus* need to be further elucidated. 

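The miRNAs miR-14, miR-2a, miR-92b, miR-957, miR-980 and miR-275 were all at least 2-fold lower in PI than BF, with a median ratio of 0.203. With overlapping sequences summed, miR-2a with miR-2b and miR-2c was at 0.655 times, no longer 2-fold lower, and miR-92b with miR-92a was at 0.456 times. Against SF, 4 of the 6 were at least 2-fold lower in PI. These miRNAs were chosen by the study as lower in the same libraries, so the count is not independent evidence of their direction. Between BF and SF the group was divided, with miR-92b, miR-957 and miR-275 at least 2-fold higher in BF, miR-14 and miR-2a at least 2-fold lower, and miR-980 at 1.05 times, by TPM. Of the 6, 1 was lower over the known miRNAs and 0 under the median-ratio scaling, and 1 was higher with TPM multiplied by the matched share of clean reads.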

Meanwhile, we also found downregulated expression for 11 miRNA in *Plasmodium* infection midguts of *An. anthropophagus*, six of which including miR-14, miR-2a, miR-92b, miR-957, miR-980 and miR-275, were also shown to be downregulated in *Plasmodium*-infected *Anopheles stephensi* [18]*.* miR-275 is indispensable for blood digestion and egg development in the mosquito *Ae. aegypti* [32]. In this study, we confirmed that miR-275 is also involved in *Plasmodium* infection of *An. anthropophagus* by sequencing and further Northern blot analysis.

## Conclusions

In conclusion, our study provides the significant experimental data on the expression profile of microRNAs in *An. anthropophagus* midgut after blood-feeding and *Plasmodium* infection. Differentially expressed miRNA in SF, BF and PI were identified by small RNA sequencing, and further validated by Northern blot. By comparative analyzing differentially expression levels of the miRNA in sugar-feeding, blood-feeding and *Plasmodium* infection, we found several significant miRNAs involved in the interaction of mosquito host and parasite *Plasmodium*. Our study provides novel regulated miRNAs information of *An. anthropophagus* during blood-feeding and parasite infection. Elucidation of regulated miRNA functions will provide strong foundation for better understanding of the biology of the mosquitoes and mosquito-parasite interactions.

## Additional files

Additional file 1: Table S1. Known miRNAs in *Anopheles anthropophagus* midgut.
Additional file 2: Table S2. Novel miRNAs in *Anopheles anthropophagus* midgut.
Additional file 3: Figure S1. Interaction network of regulated miRNA and mRNA targets after blood-feeding. (JPG 1651 kb)
Additional file 4: Figure S2. Interaction network of regulated miRNA and mRNA trargets after *Plasmodium* infection. (JPG 1638 kb)

## Abbreviations

BF: Blood-feeding
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
miRNAs: microRNAs
PI: *Plasmodium* infection
RNAi: RNA interference
SF: Sugar feeding

How the deposited data were processed for this re-analysis (not part of the article)

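Small RNA from midguts of female Anopheles anthropophagus was sequenced by the authors on an Illumina HiSeq2000 for 3 groups at 48 h: sugar-feeding, feeding on uninfected mice, and feeding on mice infected with Plasmodium berghei. As the paper describes it, the authors removed short and low quality reads, used Bowtie in selecting reads by length, took the mosquito miRNAs of miRBase as reference and formed TPM values. The version of Bowtie and the number of mismatches allowed are not given in the sources used here, and neither is the total over which TPM was formed. The authors' deposited table holds the TPM of 67 known miRNAs with 1 value per group, the fold change between groups as the ratio of TPM, and a P-value. The paper names a t-test for its P-values and biological replicates for each library, but the values behind that test are not among those used here. The TPM of all 201 cells are equal to those of the paper's Table S1, and 125 of 125 deposited fold values equal the TPM ratio within 0.002, or that share of the ratio where it is above 1. In the deposited table, 2 P-values of the PI to BF comparison are malformed. For counts at the paper's thresholds, these were taken at the upper bound that Table S1 gives for them. The miRNAs that the paper identified newly are listed in its Table S2, and their TPM was used only for rescaling and sequence overlap.

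From the deposited TPM, the ratio of each pair of libraries was computed without a pseudocount. A miRNA was counted as higher or lower at 2-fold, if it had 10 TPM or more in at least one of the libraries. Medians of log2 ratios were taken over miRNAs at 10 TPM or more in both. With 1 deposited TPM value per miRNA and group, no test was run and no error is given. TPM keeps no depth by itself, and whole reads were not recovered from it. Within 0.06 TPM, 24 of 25 SF values, 13 of 22 BF values and 10 of 21 PI values under 40 TPM lay on multiples of the best single step, where 1000 draws of random values gave medians of 23, 12 and 4. In SF and BF this is near what random values give, and in PI it is above it, but many values are off the step. A value of few reads is uncertain, and this holds above all for the PI library, which had the fewest clean reads.

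The miRNAs named were those the paper's results name, the 5 highest and 5 lowest ratios of each comparison, the 10 most abundant per library, members of 18 fixed lists and miRNAs whose listed sequences share 18 nt or more. This rule, the lists, the counts and 3 of the other scalings were set before the data were examined, although the TPM printed in the paper's tables had been seen. Since the deposited TPM equal the printed TPM, the plan was not blind to the values. The scalings set then were the sum of all listed miRNAs without miR-N9, the sum of the known miRNAs, and the median ratio to the geometric mean of the libraries. A further 2 scalings from Table 1, and counts that also require the authors' P-value, were chosen after seeing the data. One sets the known miRNAs of each library to the share of clean reads matched to miRBase, and the other multiplies TPM by that share. The former cannot hold for the whole SF and BF libraries, since miR-N9 kept in proportion would exceed the clean reads. Other settings were pseudocounts of 1 and 10, other TPM filters, thresholds of 1.5-fold and 3-fold, and overlapping known sequences summed into one. For a list of at least 3 miRNAs, the median log2 ratio was placed among 10000 random lists of the same size, matched on mean TPM, as a description of these libraries. The code was tested on simulated data of 67 miRNAs for BF against SF, where 10 of 10 miRNAs set 3-fold higher and 10 of 10 set 3-fold lower were recovered. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.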

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

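The counts, the rescaling to the known miRNAs and the correlation in this part were planned before the deposited table was examined. The TPM printed in the paper had been seen by then and equal the deposited TPM, so the plan was not blind to the values. Which value weighs which explanation, and what each would predict, was chosen only after the results were seen, as was the rule for the next 3 values. Among known miRNAs that the paper's results do not discuss, 3 had at least 1000 TPM in one library and a PI to BF ratio of 3 or more. The ratio was 3.262 for miR-305-5p, 3.349 for miR-9a and 3.197 for miR-9b. Rescaled to the known miRNAs, the ratios were 1.89, 1.94 and 1.86, and at the Table 1 share of known miRNAs 0.782, 0.803 and 0.766. None has a replicate check.

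By TPM, 25 known miRNAs were at least 2-fold higher and 11 lower in PI than BF. Rescaled to the known miRNAs, which sets aside the part of each library outside them, mainly miR-N9, 9 were higher and 17 lower. With TPM multiplied by the share of clean reads matched to miRBase, 6 were higher and 22 lower. That step would apply if the TPM total was the reads matched to miRBase. With the 209907 such reads of PI, 1 read would stand for more than 3.5 TPM, the lowest value above 0 there. The condition may thus not hold for PI. Each step multiplies every PI to BF ratio by 1 factor, 0.580 and 0.413, so the loss of the excess follows from the factor and does not show which scale is right. A scale set by other reads and a rise of many miRNAs with infection cannot be told apart, because no added standard fixes the scale. By their listed values, 2 miRNAs (miR-31 and miR-308-5p) were at least 2-fold higher under TPM and all 5 other scalings. Each scaling is 1 common factor, so passing them all is no replicate check. The miR-31 sequence shares 20 nt with that of miR-N21, listed at 97.6 TPM in BF and 134.1 TPM in PI. That pair was not summed, so a 2-fold rise under every scaling is not shown for it.

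Many miRNAs that were lower in BF than SF were higher in PI than BF. The r between the log2 ratios was -0.5742, and 3 simulated unrelated libraries gave a median of -0.50 with a central range from -0.70 to -0.25. The observed value is consistent with what the shared BF library gives. The spread of a single library is not known, so the shared part could not be removed. A response to blood-feeding that infection undoes stays open and was not tested.

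The miR-92a value was 8.30 times higher in BF and 4.10 times higher in PI than in SF, both after a meal of mouse blood, though the PI ratio was 0.768 and 0.969 under the scalings from Table 1. Members of the miR-92 and let-7 families are abundant in vertebrate blood cells, so a candidate explanation is that mouse RNA was counted as miR-92a. In BF over SF let-7 was at 0.5989 and miR-92b, which shares 19 nt with miR-92a, at 4.40 times, and in PI over SF let-7 was at 1.11 and miR-92b at 0.727 times. Under the same 2 scalings from Table 1, the PI to SF ratio was 0.208 and 0.263 for let-7 and 0.136 and 0.172 for miR-92b. Mouse RNA and mosquito miR-92a cannot be told apart from these values, because the mismatches allowed in matching and the profile of the blood are not known. An induction of miR-92a by the blood meal stays open.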

How the results depend on the processing

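Counts and medians that moved beyond 1.5 times are given here, and the cause was not tested. Under the scalings, values that stayed within 1.5 times are listed beside them, and the r is given for any change. The scaling changed the most results. In the order higher then lower, the counts for BF against SF (11 and 22 by TPM) were 12 and 12 without miR-N9, 12 and 12 over the known miRNAs, 13 and 3 by the median ratio, 8 and 29 at the Table 1 share of known miRNAs, and 5 and 37 with TPM times the matched share. For PI against BF (25 and 11) they were 9 and 19, 9 and 17, 8 and 19, 2 and 32, and 6 and 22. For PI against SF (12 and 9) they were 7 and 13, 8 and 13, 10 and 9, 0 and 46, and 0 and 42. The median log2 ratio of BF to SF (-0.74) was -0.28, -0.29, -0.0038, -1.09 and -1.54. That of PI to BF (0.93) was 0.0993, 0.1493, 0.0435, -1.13 and -0.34, and that of PI to SF (0.15) was -0.23, -0.18, -0.0037, -2.26 and -1.93. The small medians under the median ratio follow from how that scaling is made. The number lower in BF and higher in PI (14) was 5, 5, 1, 2 and 5, and the number in the opposite order (6) was 12, 10, 12, 8 and 5. The last 2 scalings and the steps with P-values were chosen after seeing the data. The Table 1 share of known miRNAs cannot hold for the whole SF and BF libraries, since miR-N9 kept in proportion would exceed the clean reads.

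With a pseudocount of 10, 7 were higher in BF than SF and 8 were lower in BF and higher in PI. With 100 TPM required in at least one library, 7 were higher in BF than SF, 5 were lower in PI than SF and 9 were lower in BF and higher in PI, and with no filter 15 were lower in PI than SF. At 3-fold, 6 were higher and 8 lower in BF than SF, 15 were higher in PI than BF, 5 were higher in PI than SF, 5 were lower in BF and higher in PI, and 2 had the opposite order. At 1.5-fold, 20 were higher and 15 lower in PI than SF, and 25 were lower in BF and higher in PI. Requiring the authors' P-value under 0.05 left 6 higher and 9 lower in BF, 8 higher in PI than BF, 4 lower in BF and higher in PI, and 2 in the opposite order. Adjusting those P-values left 1 higher and 0 lower in BF, 5 higher and 6 lower in PI, and 0 in either opposite order. The r between the log2 ratios was -0.5733 and -0.5716 with pseudocounts of 1 and 10 and -0.5567 with overlapping sequences summed.

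Without miR-N9, the rare known miRNAs were 7 in SF, 8 in BF and 7 in PI, and the abundant ones in BF were 35. With zeros left out, 11 were rare in BF and 10 in PI. Of 95 ratios of named miRNAs, 0 changed direction at 2-fold under the 3 planned scalings or under a pseudocount. That was fixed in advance. Each scaling is 1 common factor per pair of libraries, too small in the planned ones to carry a 2-fold ratio across 1. An equal pseudocount cannot do so either. By size alone, 95 of the 95 ratios moved beyond 1.5 times under the median ratio and 95 with TPM times the matched share, 47 under each of the other scalings, 9 with a pseudocount of 10 and 0 with a pseudocount of 1, and 5 of 10 did so with overlapping sequences summed. For the scalings, these numbers only show where the factor itself passed 1.5 times. Of ratios under 2-fold by TPM, 8 crossed 1 without miR-N9, 8 over the known miRNAs, 10 by the median ratio, 9 at the Table 1 share, 11 with TPM times the matched share and 1 with overlapping sequences summed. The ratios named next were at least 2-fold by TPM. With overlapping sequences summed, miR-2b in PI over BF went to 0.6553, the value of miR-2a, miR-2b and miR-2c together, so that miR-2a (0.238) was no longer 2-fold lower. With TPM times the matched share, the PI to BF ratio went under 1 for miR-1174 (0.8306), miR-1175-3p (0.9955), miR-137 (0.9736), miR-184 (0.8505), miR-2944a (0.8665) and miR-2b (0.9485). At the Table 1 share of known miRNAs it did so for bantam (0.713), miR-1 (0.8782), miR-10 (0.6279), miR-100 (0.9024), miR-1174 (0.482), miR-1175-3p (0.5777), miR-125 (0.7358), miR-137 (0.565), miR-184 (0.4936), miR-276 (0.9034), miR-2944a (0.5029), miR-2b (0.5505), miR-305-5p (0.7817), miR-34 (0.6823), miR-996 (0.7664), miR-9a (0.8026), miR-9b (0.766) and miR-9c (0.6851). No paired analysis was possible because the deposited table has 1 TPM value per miRNA and group, and none could be left out. Depth limits low values above all in PI, where the smallest value above 0 was 3.5 TPM.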

Differences from the paper's values

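The TPM and fold values equal those of the paper's tables, and the counts of present, abundant and rare miRNAs match the text once the miRNAs of Table S2 are added. The P-values of 3 miRNAs for PI against BF differ between the paper's Table S1 and the authors' deposited table. For miR-100, the paper's Table S1 gives 0.0276 and the deposited table 0.276. For miR-1000, the paper's value is 0.37 and the deposited one 0.037. For miR-79-5p, the paper's value is 0.47 and the deposited one 0.047. The alternatives set before the data were examined do not bear on a copied P-value.

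At the paper's thresholds, and with the deposited P-values, 8 known miRNAs were higher in PI than BF, where the paper lists 9. The one missing is miR-100. The other counts at these thresholds were 6 higher and 9 lower in BF than SF and 9 lower in PI than BF, as in the paper. With the deposited P-values adjusted by the Benjamini-Hochberg method over the miRNAs counted, a step chosen after seeing the data, 1 was higher (miR-92a) and 0 were lower in BF than SF, and 5 were higher and 6 lower in PI than BF. That drops 14 of the 15 calls made with the deposited P-values for BF against SF and 6 of 17 for PI against BF.

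In Fig. 2a, the order of highest and lowest library in the colours matched the deposited TPM for most known miRNAs. The colours were read from the image by pixel colour in an exploratory step, and no error is given for that reading. By it, the exceptions were miR-1, miR-996, miR-1175-3p and miR-1890, which appeared highest in PI. Their TPM in SF and PI was 78 and 75.5 for miR-1, 6082.2 and 5933.3 for miR-996, 7421.2 and 4887.2 for miR-1175-3p, and 112.6 and 80.2 for miR-1890.

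The paper's text names miR-N16 as the miRNA far higher in PI than BF. Its Table S2 gives miR-N16 4010.7 TPM in BF and 324.2 TPM in PI, and gives miR-N6 0 TPM in BF and 149.9 TPM in PI.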

Other observations

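Compared directly with SF, a pair for which the paper gives no fold of single miRNAs, the PI library had miR-31 at 7.58 times, miR-263a at 7.24 times, miR-989 at 4.03 times and miR-308-5p at 3.96 times the SF value. At the Table 1 share of known miRNAs miR-31, miR-263a, miR-989 and miR-308-5p were at 1.42, 1.36, 0.755 and 0.743 times. At the other end, miR-2a was at 0.113 times, miR-14 at 0.120 times, miR-133 at 0.181 times and miR-980 at 0.192 times, but miR-2a summed with miR-2b and miR-2c, whose sequences overlap it, was at 0.286 times. With TPM multiplied by the matched share of clean reads, 0 miRNAs were at least 2-fold higher in PI than SF and 42 were lower. Both muscle miRNAs had been listed as enriched outside the midgut epithelium, and they parted in PI against BF. There miR-1 was at 3.67 times (0.878 at the Table 1 share of known miRNAs) and miR-133 at 0.199 times. Of the nervous system miRNAs, miR-1000 was at 2.28 times and miR-210 at 2.18 times in BF over SF, and miR-137 was at 0.736 times. At the Table 1 share of known miRNAs miR-1000 and miR-210 were at 1.79 and 1.70 times, and miR-210, at 11.1 TPM against 5.1 TPM, was at 1.98 times with a pseudocount of 1.

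The plan listed 4 miRNAs for Plasmodium berghei infection of the Anopheles gambiae midgut (miR-34, miR-1174, miR-1175-3p and miR-989). Of these, 3 were at least 2-fold higher in PI than BF by TPM, and miR-989 was at 0.872 times. After rescaling to the known miRNAs 0 were at least 2-fold higher. No published directions were set against these values, so they do not show whether the 2 species respond alike. Their median ratio of 2.20 lay at percentile 63.6 of random lists matched on mean TPM.

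The LNA probe that the paper lists for miR-92a is 22 nt long. Its reverse complement shares a run of 4 nt with the listed miR-92a sequence and a run of 13 nt with that of miR-210, the longest among the known miRNAs. The probe listed for miR-275 has 21 nt. Its reverse complement shares a run of 3 nt with miR-275 and at most 6 nt with any known miRNA, and in other orientations the run with miR-275 is at most 5 nt. Whether these were the probes used cannot be read from the sequences.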
